# Hunk/Mak-v is a negative regulator of intestinal cell proliferation

**DOI:** 10.1186/s12885-015-1087-2

**Published:** 2015-03-08

**Authors:** Karen R Reed, Igor V Korobko, Natalia Ninkina, Elena V Korobko, Ben R Hopkins, James L Platt, Vladimir Buchman, Alan R Clarke

**Keywords:** Hunk, Mak-V, Intestine, Wnt signalling, Cancer, Apc^Min^ microarray

## Abstract

**Background:**

Conditional deletion of the tumour suppressor gene *Apc* within the murine intestine results in acute Wnt signalling activation. The associated over-expression of a myriad of Wnt signalling target genes yields phenotypic alterations that encompass many of the hallmarks of neoplasia. Previous transcriptomic analysis aimed at identifying genes that potentially play an important role in this process, inferred the Hormonally upregulated Neu-associated kinase (*HUNK/Mak-v/Bstk1*) gene as a possible candidate. Hunk is a SNF1 (sucrose non fermenting 1)-related serine/threonine kinase with a proposed association with many different tumour types, including colorectal cancer.

**Methods:**

Here we describe the generation of a novel Hunk kinase deficient mouse which has been used to investigate the involvement of Hunk-kinase activity in intestinal homeostasis and tumourigenesis.

**Results:**

We show that in the morphologically normal intestine, Hunk-kinase negatively regulates epithelial cell proliferation. However, the increase in cell proliferation observed in the Hunk kinase deficient intestine is counteracted by increased cell migration, thereby maintaining intestinal homeostasis. Using qRT-PCR, we further demonstrate that *Hunk* is significantly over-expressed in *Apc* deficient / Wnt-signalling activated intestinal tissue. Using the classical intestinal tumourigenesis *Apc*^*Min*^ mouse model we show that loss of Hunk-kinase activity significantly reduced tumour initiation rates in the small intestine. However, an accompanying increase in the size of the tumours counteracts the impact this has on overall tumour burden or subsequently survival.

**Conclusions:**

In the intestinal setting we demonstrate that *Hunk* has a role in normal intestinal proliferation and homeostasis and, although it does not alter overall survival rates, activity of this kinase does impact on tumour initiation rates during the early stages in tumourigenesis in the small intestine.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1087-2) contains supplementary material, which is available to authorized users.

## Background

Activation of the Wnt signalling pathway is a recognised early event in many intestinal cancers. Mouse models of intestinal neoplasia have proven to be invaluable in increasing our knowledge and understanding relating to the contribution of individual genes in this process. We have previously used Cre-Lox technology to conditionally delete the *Apc* gene in the mouse intestine and characterised the phenotypic and transcriptional changes that occur following the acute activation of Wnt signalling in this tissue [1]. Our microarray analysis demonstrated transcriptional activation of the Hormonally upregulated Neu-associated kinase (*HUNK/Mak-v/Bstk1*) gene immediately following *Apc* loss, indicating that *Hunk* is potentially a Wnt signalling target gene which could play a role during the initial stages of intestinal neoplasia. Hunk is a SNF1(sucrose non fermenting 1)-related serine/ threonine kinase that was originally cloned by Korobko *et al.* [2,3] and Gardner *et al.* [4] but its function still remains largely unknown. A variety of binding partners for Hunk have been identified including Nedd4 E3 ubiquitin ligase [5], Synaptopodin [6], Rabaptin-5 [7] and cofilin-1 [8], although the molecular mechanisms of Hunk action remain unclear. *Hunk* has been shown to be expressed in a variety of tissues but is most notably associated with pregnancy-induced alterations in the mammary gland and high levels of expression within the brain [4,9]. Two independent studies have shown that Hunk is able to negatively regulate proliferation in normal epithelial cells. Gain-of-function and loss-of-function studies within mouse distal convoluted tubule (mDCT) cells, demonstrated that Hunk negatively regulates ANG II-induced c-fos gene expression and mDCT proliferation [10]. Furthermore, MMTV-driven Hunk over-expression within mammary epithelium, inhibits proliferation of alveolar epithelial cells during mid-pregnancy [9]. However, within the cancer setting, both pro- and antitumourigenic properties for Hunk have been described. Overexpression of *Hunk* has been shown in a number of different cancers, and it is thought to be associated with the more aggressive subset of carcinomas [11,12], probably due to its ability to support cell viability and survival [3,13,14]. Using transgenic mouse models, Yeh *et al.* [13] have shown that *Hunk* plays a role in tumour initiation and is required to facilitate HER2/neu-induced mammary tumourigensis. Contrary to this, Wertheim *et al.* [12] demonstrated that *Hunk* was dispensable for tumour initiation in a MMTV-cMyc driven model of mammary tumourigenesis, but was essential for tumour metastasis, and therefore impacted on overall survival in this mouse tumour model. Both of these studies suggest Hunk functions in a pro-tumourigenic manner. Conversely, in a xenograft model of mammary tumourigenesis using a basal breast cancer cell line in which *Hunk* was over expressed, Quintela-Fandino *et al.* [8] demonstrate that Hunk overexpression suppresses metastasis, suggesting a tumour suppressor role for Hunk. However, the differences in the experimental setup of these studies make it difficult to draw any firm conclusions as to the role of Hunk in tumourigenesis. Although over-expression of *Hunk* has been shown to be associated with advanced and aggressive forms of carcinoma [12], no one to date has studied the importance of *Hunk* in intestinal tumourigenesis. Indeed, analysis of the Oncomine database confirmed the association of *Hunk* expression and intestinal cancer. For breast cancer, the cancer conventionally associated with Hunk, 1 out of 27 analyses (3.7%) within the Oncomine database demonstrate greater than 1.5 fold over-expression of *Hunk* (p < 0.01). However, using the same cut-off criteria, 5 out of 24 analyses (28.8%) associated with colorectal cancer. This clearly indicates that overexpression of *Hunk* is potentially important in intestinal cancer and warrants further investigation.

Loss of the tumour suppressor protein adenomatosis polyposis coli (APC) and activation of the Wnt signalling pathway is recognised as an early key event in the majority of intestinal neoplasia. Work within Xenopus embryos has demonstrated that Hunk has the ability to modulate Wnt signalling, which is presumed to be via Hunk directed phosphorylation of Disheveled [15]. Here we describe the generation of a novel Hunk-kinase deficient mouse, and the subsequent investigation of the contribution of Hunk-kinase in normal intestinal homeostasis and tumourigenesis using this novel knock-out.

## Methods

### Targeting construct

A plasmid construct for targeting exon 4 of the mouse *Hunk* gene (Figure 1D) was generated using pPNT vector [16] as a backbone with 0.95 kb “short arm” cloned into EcoRI site and 4.84 kb “long arm” cloned between XhoI and NotI sites. “Short” and “long arms” were obtained by PCR amplification of E14Tg2a embryonic stem (ES) cell genomic DNA with high-fidelity Platinum Pfx or AccuPrime polymerases (Invitrogen) and specific primers designed on the basis of C57Bl/6 J genome sequence (GeneBank Acc.No. NT 039625 2).

**Figure 1:**
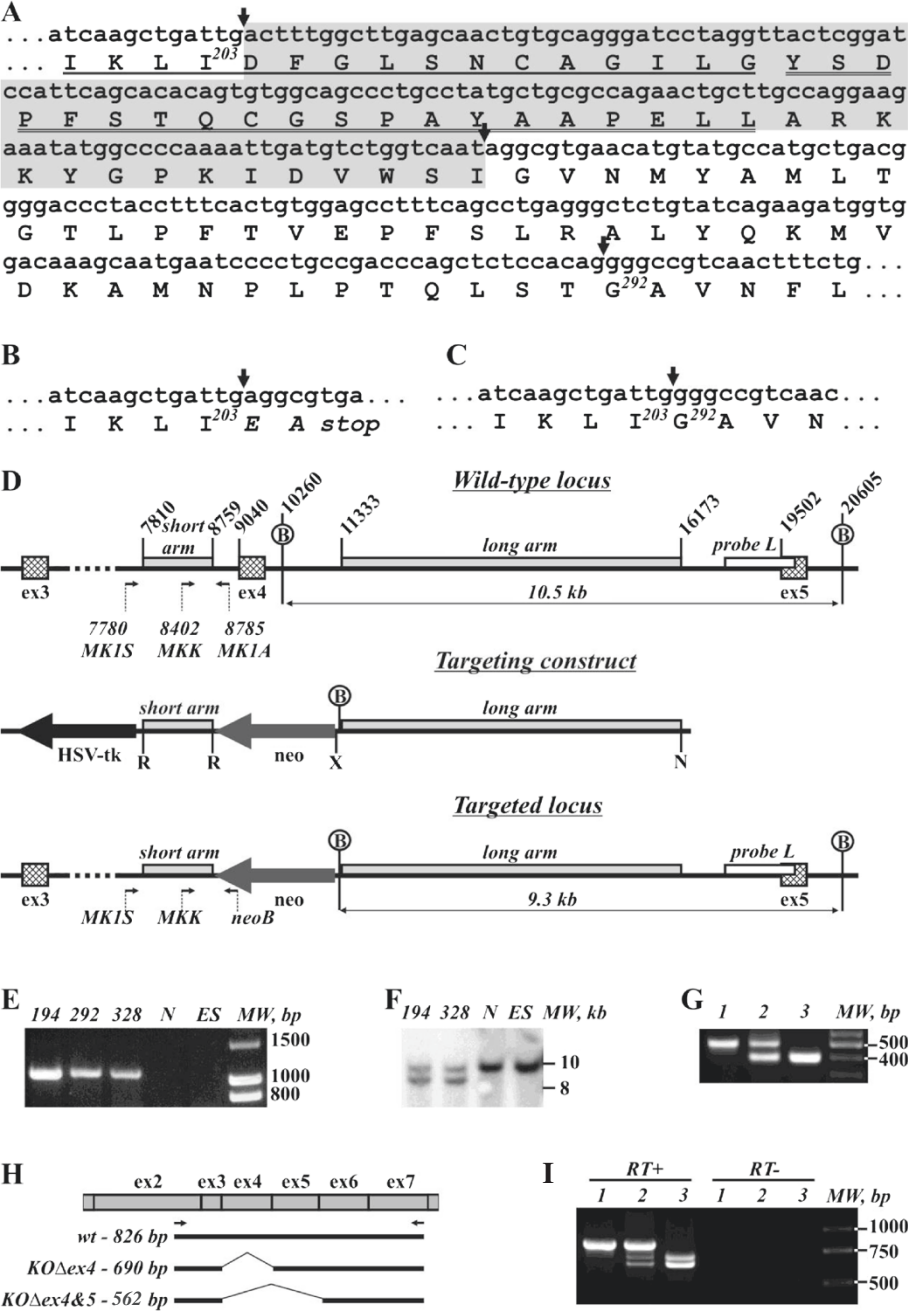
**Strategy for targeting the*Hunk*allele. A)** Nucleotide sequence of mouse *Hunk* cDNA corresponding to targeted exon 4 (highlighted). Arrows mark exon/intron junctions. Subdomains VII (single-underline) and VIII (double-underline) of the catalytic domain are indicated. **B, C** Nucleotide sequences of *Hunk* cDNA with spliced out exon 4 **(B)** or exons 4 and 5 **(C)**. Note, a frame shift and truncation protein truncation occurs following splicing between exons 3 and 5. However, splicing between exons 3 and 6 (which doesn’t induce a frame shift), produces a protein lacking subdomains important for kinase activity. **D** Schematic of the targeting strategy. Hatched boxes represent exons. EcoRI (*R*), XhoI (*X*), NotI (*N*) sites (for cloning “short” and “long arms” into pPNT vector) and BamHI **(B)** sites (for “long arm” recombination analysis) are shown. Arrows represent primers (used for ES clone analysis and genotyping of mice). Nucleotide positions are shown according to mouse chromosome 16 sequence GeneBank Acc. No. NT 039625 2. Neomycin phopshotransferase (dark grey arrow) and HSV thymidine kinase (black arrow) expression cassettes, are also shown. **E** PCR analysis of ES clones (primers MK1S and neoB) demonstrating homologous recombination of the “short arm” in clones 194, 292 and 328 but not in negative clone N or parental E14Tg2a ES cells (*ES*). **F** Southern blot analysis using P32-labeled probe “L” (white box in panel **D**) and BamHI-digested genomic DNA from clones 194 and 328, negative clone N and parental E14Tg2a ES cells (*ES*). **G** PCR genotyping of *Hunk*−/−(lane*1*), *Hunk*+/−(lane*2*) and Hunk+/+(lane*3*) mice (primers MK1A, MKK and neoB). **H** Scheme of exons 2 through 7 of *Hunk* cDNA, demonstrating amplification products from wild type allele (*wt*), targeted allele missing exon 4 (*KODex4*) and with additionally spliced out exon 5 (*KODex4&5*). Arrows represent RT-PCR Primers. **I** RT-PCR amplification from cerebellum RNA of *Hunk*+/+(lane*1*), *Hunk*+/−(lane*2*) and *Hunk*−/−(lane*3*) mice. *MW* – DNA molecular weight markers.

### Targeting *Hunk* gene in ES cells

E14Tg2a mouse ES cells were used to target *Hunk* allele as described in our previous publications [17]. Briefly, ES cells were transfected with NotI-linearised targeting plasmid by electroporation and clones were selected with G418 positive and gancyclovir negative selections. Clones were screened by PCR on genomic DNA template with primers MK1S 5′-tgagttgagggcttggtgttctttg-3′ located upstream of the “short arm” and neoB 5′-aagaacgagatcagcagcc-3′ located inside neomycin phosphotransferase expression sequence. Clones with homologous recombination of the “short arm” were identified by amplification of 1.1 kb fragment (Figure 1D). Homologous recombination of the “long arm” was analyzed by Southern blot analysis of genomic DNA digested with BamHI with P32-labeled probe “L”. While digestion of the wild type allele results in 10.3 kb fragment detected by hybridization, homologous recombination of the “long arm” lead to the appearance of an additional 9.3 kb fragment (Figure 1D).

### Generation of mice with targeted Hunk gene

Successfully targeted ES cell clones with normal chromosome complement were used for generating mouse chimeras by blastocyst (C57Bl/6 J) injection. The germ-line transfer was assessed by breeding male mouse chimeras with C57Bl/6 female mice. Presence of *Hunk +* and *Hunk-* alleles was confirmed by PCR with primers MKK (5′-tagtctggttggcatcaccg-3′), MK1A (5′-cagaatccagctagacctaacagtg-3′) and neoB on templates of genomic DNA isolated from mouse tail biopsies. Amplification with primers MK1A and MKK on *Hunk +* allele resulted in 383 bp amplification product while PCR with neoB and MKK primers on *Hunk* allele resulted in amplification of a 476 bp fragment (Figure 1D). PCR reaction contained 1 mM MgCl2 in Taq DNA polymerase reaction buffer, 0.2 mM dNTP, 2 U of Taq DNA polymerase (Fermentas), primers MKK, MK1A, neoB and genomic DNA template in the final volume of 25 μl. 35 cycles of 15 sec at 94°C, 30 sec at 63°C, and 60 sec at 72°C were carried out on DNA EngineDyad amplifier (BioRad).

### Mice and sample preparation

This study received ethical approval from Cardiff University’s Animal Welfare and Ethical Review Body (previously known as the ERP), and all animal procedures were conducted in accordance with UK Home Office regulations. AhCre + *Apc+/+* and AhCre + *Apcfl/fl* mice were generated and maintained on an outbred background as previously described [1]. Cre-recombinase activity was induced from the Ah-Cre transgene by three intra-peritoneal (IP) injections of 80 mg/kg β-naphthoflavone within 24 h. Mice were sacrificed at day 4. Cohorts containing the *Apc*^*Min*^ allele were sacrificed when animals displayed symptoms of intestinal disease, including weight loss, rectal bleeding and criteria of anaemia (as assessed by pale feet). Tissues were harvested, fixed and processed according to standard protocols as previously described [1].

### BrdU labelling

To achieve BrdU labelling for proliferation and migration studies, mice were administered with 250 μl BrdU (Amersham) via an IP injection either 2 hrs or 24 hrs prior to culling (n = 3 in all cases). Immunohistochemical (IHC) staining for BrdU was performed using an anti-BrdU antibody (BD biosciences 1:500). BrdU-positive cell position and number were scored. Kolmogorov–Smirnov test proved a significant difference between the distributions of BrdU-positive epithelial cells in crypts, 24 hr post BrdU administration.

### RT-PCR analysis

Total RNA extraction and first-strand cDNA synthesis were carried out as described previously [18]. For analysis of *Hunk* expression in mouse tissues one μl of cDNA was used as a template for PCR amplification with primers 5′-agatccagcagatgatccgac-3′ and 5′-tagcgctcaagtttcttgttcaa-3′ and Platinum AccuPrime DNA polymerase (Invitrogen). 35 cycles of 15 sec at 95°C and 90 sec at 68°C were carried out on DNA Engine Dyad amplifier (BioRad). qPCR was performed using Applied Biosystems TaqMan Universal PCR mix and Steponeplus machine. The 2 − ΔΔCT method [19] was used to calculate relative fold change in expression levels, with β-Actin expression being used as the housekeeping gene, which we can confirm amplified with an equivalent efficiency to the test primers. The mean ΔCT values for the experimental groups were compared to the mean ΔCT values for the control group, in order to provide the relative fold change. Thus, figures representing relative fold change do not possess error bars, although statistical significance between the ΔCT values was tested using the Mann–Whitney *U* test and deemed significant when p < 0.05. Primers used were: *Hunk* 5′atcacacagctccagagtacca3′ and 5′ggttggtgtggctctagtttct3′, β*-actin 5′*caccacaccttctacaatgagc3′ and 5′gtacgaccagaggcatacagg3′, *Axin2* 5*′*gcagctcagcaaaaagggaaat3′ and 5′tacatggggagcactgtctcgt3′, *Wif1* 5*′*aacaagtgccagtgtcgagagg3′ and 5′gcctttttaagtgaaggcgtgtg3′.

### Affymetrix microarray analysis

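Colonic RNA of ApcMin mice, which carry a germline truncating mutation of Apc and develop intestinal adenomas, was hybridised to 6 Affymetrix MOE430_2 arrays, 3 of polyps and 3 of normal colon. The labels call 5 of these 6 samples untreated and leave the treatment of the other unstated. Each polyp array holds polyps pooled from the colon of 1 mouse. The paper describes the normal tissue as paired or adjacent, but the labels name a different animal for each of the 6 arrays, so the groups were compared without pairing. The authors deposited a standardized score per probe set and array, from which a linear signal was recovered and scaled to a geometric mean of 100 on every array, and values were compared as log2(scaled signal + 16). A log2 difference on this scale understates the change of dim genes. Before scaling, the geometric mean signal per array ran from 104 to 178 for polyps (median 139.6) and from 69.1 to 122 for normal colon (median 99.2), and the number of arrays limits the precision. Genes were tested with limma on these 6 arrays over 35066 probe sets, and each of 15427 genes is given by its brightest probe set. In simulated arrays with the spread of these 6, the test recovered 63% of 100 probe sets changed by a log2 difference of 2 and 2% of those changed by 1. The simulation changed far fewer probe sets than the 5100 called in the real polyp test, so its adjustment for multiple tests was stricter. These shares may therefore understate recovery on the real arrays. The ratio of 3' to 5' probe sets of Actb, a sign of RNA quality, was 1.05 to 1.15 for polyps and 1.04 to 1.27 for normal colon. The same ratio for Gapdh was 0.771 to 0.796 for polyps and 0.806 to 1.15 for normal colon, so that the groups did not overlap. Of the 6 arrays, 1 of normal colon carries another prefix in its label than the other 5. If the prefix marks a batch, that batch holds 1 array of 1 condition, so values are also given without it. The labels hold a further code, which begins with TH on all 3 polyp arrays and with AC on all 3 normal colon arrays. Its meaning is not given, and whatever it marks cannot be told apart from the difference between polyps and normal colon.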

Normal colonic and paired polyp tissue was collected from symptomatic *Apc*^*Min*^ mice. Biotinylated target cRNA was generated from these tissues as previously described [1,20]. Affymetrix MOE430_2 gene arrays were run at the CRUK facility at the Paterson Institute for Cancer Research, and the data has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE65461 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65461). Arrays from AhCre + *Apc+/+* and AhCre + *Apcfl/fl* mice have previously been published for intestinal tissue [1] and liver tissues [20].

## Results

### Wnt signalling activation results in up-regulated *Hunk* expression

Apc is a known key regulator of Wnt signalling, and critically important in regulating normal intestinal homeostasis. 

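Small intestinal RNA was compared between AhCre mice with loxP-flanked Apc alleles (Apcfl/fl) and AhCre mice with wild-type Apc 3, 4 and 5 days after induction. AhCre is a Cre transgene driven by a Cyp1a1 promoter that beta-naphthoflavone switches on, and each mouse was given 3 injections of 80 mg/kg within a day. There were 3 arrays per genotype and day, 18 MOE430_2 arrays in all, and the labels name a different animal for each except the Apcfl/fl arrays of day 4, which carry numbers only. The wild-type arrays of day 4 carry animal names that begin with Ras, as no other array does. What this marks is not given, and at day 4 it cannot be told apart from genotype. Day 4 is the day in the legend of Figure 2, and days 3 and 5 come from the labels. The values were made as for the colonic arrays and fitted in limma with 1 mean per genotype and day, so that the 18 arrays share an estimate of the spread. The geometric mean signal before scaling was 74.7 to 139.8 (median 114), 109.7 to 128 (median 119) and 92.1 to 112 (median 101) in Apcfl/fl mice at days 3, 4 and 5, and 94.7 to 142 (median 111), 102 to 127 (median 127) and 144 to 176 (median 165) in wild-type mice. Correlations between arrays of a group, over all 24 arrays of the series, ran from 0.923 to 0.976. The ratio of 3' to 5' probe sets of Actb was 1.18 to 1.21, 1.13 to 1.21 and 1.15 to 1.41 in Apcfl/fl mice at days 3, 4 and 5, and 1.14 to 1.38, 1.16 to 1.17 and 1.16 to 1.21 in wild-type mice. For Gapdh it was 0.879 to 1.08, 0.797 to 0.827 and 0.831 to 0.963 in Apcfl/fl mice, and 0.906 to 1.29, 0.745 to 0.763 and 0.776 to 0.803 in wild-type mice, without overlap of the genotypes at days 4 and 5. With simulated changes, the day 4 test recovered 94% of 100 probe sets changed by a log2 difference of 2 and 35% of those changed by 1. The real day 4 test called 7429 probe sets, so these shares too may understate recovery on the real arrays. Apc itself has 4 listed probe sets, which gave log2 differences of 0.32, -0.31, -0.078 and 0.51 at day 4, none past an adjusted p of 0.05 from limma. At day 3 the second and the fourth of them passed, at -1.18 and 1.06 (adjusted p = 0.0274 and 0.0206 from limma), and at day 5 the first and the fourth, at 0.62 and 1.27 (adjusted p = 0.0282 and 0.00388 from limma). For the mean of days the second gave -0.68 and the fourth 0.95 (adjusted p = 0.00925 and 0.000200 from limma). The adjusted p from limma was over 0.05 for the second at day 3 without BCAB107 (0.117), without CAB1757 (0.0565), without CAB891 (0.155), without CAB1009 (0.0972), with only the 6 arrays of that day (0.134), with array weights (0.0673) and with the authors' standardized values (0.0628). It was over 0.05 for the fourth at day 3 without PAF776 (0.0628), without CAB1757 (0.0580), without CAB891 (0.124), with only the 6 arrays of that day (0.0744) and with array weights (0.0637), and for the first at day 5 without D5fl_331u (0.0815), without D5fl_444t (0.0644), without d5wt_110u (0.0998), without d5wt_323u (0.0539), with quantile normalization (0.238), with only the 6 arrays of that day (0.0533) and with the authors' standardized values (0.150). Where the probe sets lie relative to the deleted part was not determined, so these values check no label. The paper keeps these mice on an outbred background. Pla2g2a, which is disrupted in some inbred strains, differed between wild-type groups, with scaled signals of 357 ± 114 (SD, n = 3) at day 3, 5614 ± 1010.0 (SD, n = 3) at day 4 and 204 ± 29.2 (SD, n = 3) at day 5.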

Conditional deletion of *Apc* within the mouse intestine using an Ah-Cre recombinase to drive recombination of LoxP flanked *Apc* alleles, has previously been shown to result in acute activation of Wnt signalling and many hallmarks of neoplasia, including increased proliferation and apoptosis and loss of differentiation and migration [1]. Affymetrix microarray analysis indicates an acute transcriptional activation of *Hunk* following the loss of *Apc* in the intestine and liver and in colonic adenomas from the *Apc*^*Min*^ mouse (Figure 2). qRT-PCR analysis confirms the transcriptional activation of *Hunk* in these settings (Figure 1), indicating that *Hunk* transcription is coincident with Wnt signalling activation and tumour formation. Indeed, a Tcf/LEF consensus binding site can be found within the promoter region of *Hunk*, and significant up-regulation of *HUNK* has been shown to occur in human colorectal cancer cell lines [12].

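Hunk RNA was higher after Apc deletion in the small intestine on each of the 3 days, and higher in colonic polyps than in normal colon. At day 4 the scaled signal of Hunk, which encodes a serine/threonine kinase, was 657 ± 70.3 (SD, n = 3 arrays) in Apcfl/fl and 126 ± 8.40 (SD, n = 3) in wild-type small intestine, a ratio of the means of 5.22 and a difference of 4.73-fold (95% confidence interval 3.46 to 6.47) in the values with an offset of 16. In polyps it was 746 ± 111 (SD, n = 3) against 194 ± 20.2 (SD, n = 3) in normal colon, a ratio of the means of 3.85 and a difference of 3.62-fold (95% confidence interval 2.57 to 5.10) with the offset. The log2 differences of Hunk are likewise of values with the offset and are smaller than those of its mean signals. Of 29 measured Wnt target genes, 17 were higher at day 4 and 27 in polyps, and 0 were lower in either at an adjusted p under 0.05 from limma, nor at an unadjusted p under 0.05 (0 and 0 genes). In polyps the list did not pass limma's camera with an estimated correlation (adjusted p = 0.156). The single listed probe set of Hunk gave a log2 difference of 2.24 (standard error 0.22, adjusted p = 1.22e-05 from limma) at day 4 and of 1.86 (standard error 0.22, adjusted p = 0.000569 from limma) in polyps. At day 3 the signal was 468 ± 127 (SD, n = 3) against 123 ± 6.55 (SD, n = 3), a log2 difference of 1.77 (standard error 0.22, adjusted p = 0.000145 from limma), and at day 5 it was 788 ± 132 (SD, n = 3) against 169 ± 34.7 (SD, n = 3), a log2 difference of 2.12 (standard error 0.22, adjusted p = 7.38e-06 from limma). The Apc effect on Hunk did not pass the test for a difference between days 3 and 4 (log2 0.47, adjusted p = 0.619 from limma) or days 4 and 5 (log2 -0.12, adjusted p = 0.948 from limma). Every Apcfl/fl or polyp array lay above every array of its control group. A two-sided exact permutation test gave p = 0.1 in each of the 4 comparisons, the smallest p that 3 arrays against 3 allow. Permuting genotypes within each day gave an exact two-sided p = 0.00025, the smallest that the 8000 relabellings allow. The paper took up Hunk because its earlier arrays of Apc-deleted intestine showed a rise, and Figure 2 cites that work for its intestinal array. Where these are the same arrays, the p values of Hunk in the small intestine are not independent evidence of its rise. Without the normal colon array that has another label prefix, the log2 difference in polyps was 1.88.

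**Figure D1:**
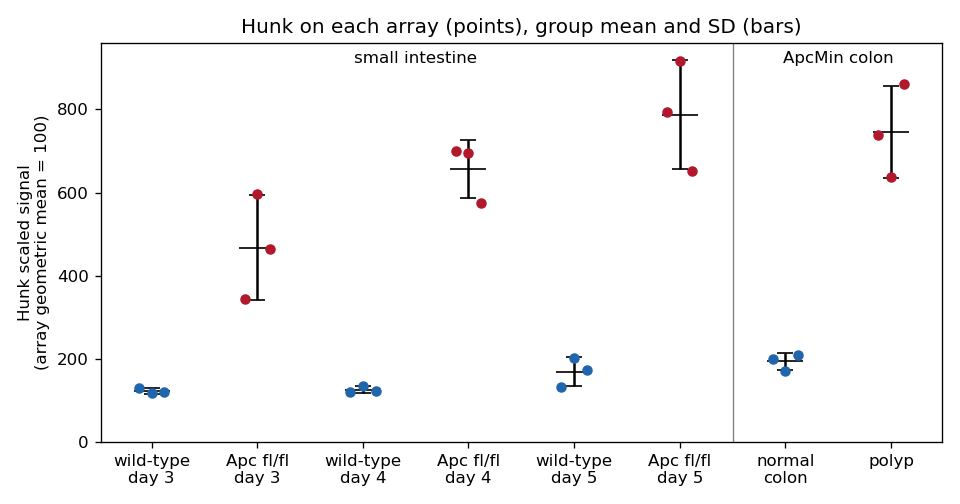
Scaled signal of Hunk on each of the 24 arrays, by group, with 1 point per array and the mean and SD of each group. The Apcfl/fl and polyp arrays sit above all arrays of their control groups.

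The Wnt target list holds genes first described from Apc-deficient mouse intestine, so its rise is not independent evidence. Its median log2 difference was 1.27 at day 4 (18 higher and 0 lower when adjusted over the list alone, adjusted p = 2.42e-10 from limma's camera, and adjusted p = 0.00673 with an estimated correlation). In polyps it was 1.77 (28 higher and 0 lower when adjusted over the list alone, adjusted p = 4.60e-22 from limma's camera, and adjusted p = 0.156 with an estimated correlation). At day 4 Axin2, a negative-feedback component of the pathway, rose by a log2 difference of 2.64 (standard error 0.26, adjusted p = 1.47e-05 from limma), the receptor Tnfrsf19 by 3.33 (standard error 0.29, adjusted p = 4.17e-06 from limma), and Rnf43, a ubiquitin ligase that removes Frizzled receptors, by 2.56 (standard error 0.30, adjusted p = 5.01e-05 from limma). In polyps Wif1, a secreted Wnt inhibitor, rose by 4.75 (standard error 0.23, adjusted p = 6.78e-06 from limma), with mean scaled signals, before the offset, of 28.5 ± 5.88 in normal colon and 1183 ± 210.0 in polyps (SD, n = 3 each), the matrix protease Mmp7 by 4.63 (standard error 0.25, adjusted p = 9.96e-06 from limma), the transcription factor Sox17 by 3.92 (standard error 0.29, adjusted p = 5.02e-05 from limma), and Dkk2, another secreted modulator, by 3.86 (standard error 0.35, adjusted p = 0.000129 from limma). Of the 8 Wnt targets that the paper later measures by qRT-PCR in tumours, 6 were higher at day 4 (median log2 1.95, 6 higher and 0 lower when adjusted over the list alone, adjusted p = 2.23e-06 from limma's camera, and adjusted p = 0.0412 with an estimated correlation). Among these, Ascl2, a stem cell transcription factor, rose by 2.93, Myc by 2.41, Tiam1, an exchange factor for Rac, by 1.99, and Cd44, an adhesion receptor, by 1.92. Ccnd1, which encodes cyclin D1, differed by 0.32 (adjusted p = 0.504 from limma) at day 4, or by -0.017 with the authors' standardized values, and Wif1, close to the floor of the signal, by 0.43 (adjusted p = 0.234 from limma). All 8 were higher in polyps (median log2 1.58, 8 higher and 0 lower when adjusted over the list alone, adjusted p = 1.80e-09 from limma's camera, and adjusted p = 0.0831 with an estimated correlation). The paper sets these array differences beside qRT-PCR and liver arrays, which are not analysed here (Figure 2). From the arrays and the qRT-PCR it proposes that transcription of Hunk coincides with active Wnt signalling and with the formation of tumours. It also cites a Tcf/LEF site in the Hunk promoter and higher HUNK in human colorectal cancer cell lines.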

**Figure 2:**
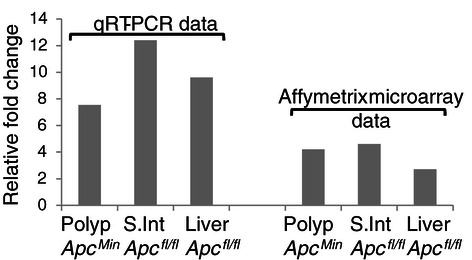
**A Relative fold change in the levels of*Hunk*expression compared to the appropriate normal tissue assessed using qRT-PCR analysis and Affymetrix micro-array (Intestinal array[**1**],liver array[**20**]).** In all cases Mann–Whitney *U* test reveals a significant difference between ΔCT values (p < 0.05). Small intestine (S. Int) and liver samples were collected Day 4 post Ah-Cre induction. Normal colonic tissue and adjacent adenoma tissue (polyp) were taken from *Apc*^*Min*^ animals.

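At 4 days after Apc deletion, stem cell genes and most of the genes of the cell cycle and of ribosome production were higher, and some genes of absorptive enterocytes were lower. With an estimated correlation the stem cell list passed limma's camera, and the cell cycle, ribosome biogenesis and enterocyte lists did not (adjusted p = 0.286, 0.251 and 0.656). All 15 measured stem cell genes rose, with a median log2 difference of 1.70 (15 higher and 0 lower when adjusted over the list alone, adjusted p = 1.71e-12 from limma's camera, and adjusted p = 0.00673 with an estimated correlation). This list shares genes with the Wnt target list, among them Ascl2 and Tnfrsf19, so the rises of both lists are not independent. Of 31 cell cycle genes, 23 were higher, 0 were lower (0 at an unadjusted p under 0.05) and 8 did not pass the test (25 higher and 0 lower when adjusted over the list alone), with a median of 1.17. Of 26 enterocyte genes, 0 were higher (0 at an unadjusted p under 0.05), 6 were lower and 20 did not pass the test (0 higher and 7 lower when adjusted over the list alone), with a median of -0.61. Medians of other cell types were below 0 too, at -0.65 for colonocyte, -0.55 for smooth muscle, -0.48 for fibroblast, -0.47 for goblet cell, -0.45 for lymphocyte, -0.45 for myeloid and -0.44 for enteroendocrine genes. Of these, the smooth muscle, goblet cell and enteroendocrine lists did not pass limma's camera, and none passed with an estimated correlation. Medians of Paneth cell, tuft cell and exocrine pancreas genes were above 0, but none of these lists passed limma's camera. The mean of the tuft cell genes was below 0, and the pancreas genes were high in 1 array, r2. Whether the enterocyte fall differs from those of the other lists was not tested. Among the stem cell genes, Cdca7 rose by a log2 difference of 1.97 (standard error 0.24, adjusted p = 8.04e-05 from limma) and Lrig1, a membrane protein that restrains ErbB receptors, by 2.27 (standard error 0.24, adjusted p = 2.15e-05 from limma). For Lrig1, 1 of its 3 probe sets gave -0.68. The cell cycle list gave adjusted p = 4.88e-12 from limma's camera, and adjusted p = 0.286 with an estimated correlation. Its largest differences were in genes that license or start DNA replication, with Cdt1 at 1.67 (standard error 0.25, adjusted p = 0.000405 from limma), and Mcm4, Mcm5 and Gins1 at 1.54, 1.47 and 1.45. Of 18 ribosome biogenesis genes, 16 were higher, 0 were lower (0 at an unadjusted p under 0.05) and 2 did not pass the test (18 higher and 0 lower when adjusted over the list alone and a median of 1.33, adjusted p = 3.24e-10 from limma's camera, and adjusted p = 0.251 with an estimated correlation), among them Nop56 at 1.86 (standard error 0.24, adjusted p = 0.000123 from limma) and Ppan at 1.72. The enterocyte list gave adjusted p = 6.06e-05 from limma's camera, and adjusted p = 0.656 with an estimated correlation. Its members that fell include Apoc3, an apolipoprotein, at -1.75 (standard error 0.40, adjusted p = 0.00542 from limma), Slc2a5, the fructose transporter, at -1.48, Enpep, a brush border peptidase, at -1.12, and Treh, which cleaves trehalose, at -1.11. Of 17 apoptosis and p53 response genes, 1 passed the test, Aen, a p53-induced nuclease, at 0.75 (standard error 0.21, adjusted p = 0.0195 from limma) (list median 0.075, 1 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.914 from limma). Eph receptors and their ephrin ligands position cells along the crypt. Of 11 Eph and ephrin genes, 3 were higher, 1 was lower and 7 did not pass the test (3 higher and 1 lower when adjusted over the list alone), with Ephb3 at 2.32 (standard error 0.29, adjusted p = 9.20e-05 from limma) and the ligand Efnb2 at -1.11. The median of this list was -0.13 and its mean 0.24 (camera adjusted p = 0.786 from limma). The 10 genes with the largest rise whose groups did not overlap were Slc7a5, an amino acid transporter, at 4.07 (standard error 0.59, adjusted p = 0.000300 from limma), Tnfrsf12a, the TWEAK receptor, at 3.88 (standard error 0.42, adjusted p = 2.57e-05 from limma), Pole, the catalytic subunit of DNA polymerase epsilon, at 3.86 (standard error 0.31, adjusted p = 4.17e-06 from limma), then Rnase1, Tnfrsf19, Etv4, Ascl2, Tnni1, Emp2 and Lpcat4, from 3.65 down to 2.77. Rnase1 is a pancreatic-type ribonuclease, and its difference was 2.73 (adjusted p = 0.0403 from limma) without Apcfl/fl replicate r2, where its scaled signal was 5898, against 967 and 747 in r1 and r3. In r2 the exocrine pancreas genes had a mean log2 level of 12.7, against 8.06 and 7.22 in r1 and r3. The 10 largest falls of that kind were in Gdpd3 at -3.78 (standard error 0.33, adjusted p = 4.17e-06 from limma), Dnase1 at -3.73 (standard error 0.72, adjusted p = 0.00211 from limma) and Car4, a carbonic anhydrase, at -3.64 (standard error 0.53, adjusted p = 0.000334 from limma), then Adh4, Maob, Mcpt2, Prss30, Rdh7, Ugt2b5 and Asah2, from -3.09 to -2.56. Wild-type mice had a mean scaled Gdpd3 signal of 407 at day 4 but of 40.8 and 15.1 at days 3 and 5, and its log2 difference was -0.007 and -0.57 on those days (adjusted p = 0.992 and 0.203 from limma). Of the 10 falls, 0 passed the test in limma at day 3 (6 at an unadjusted p under 0.05, with Mcpt2 higher at 0.80) and 9 at day 5, all but Gdpd3. Of the 10 rises, 7 passed at day 3, all but Rnase1, Etv4 and Lpcat4, and 7 at day 5, all but Rnase1, Tnni1 and Lpcat4. Of genes that the paper links to Hunk protein, 1 of 8 passed the test at day 4, Synpo, an actin-associated protein, at -1.46 (standard error 0.34, adjusted p = 0.00611 from limma) (list median 0.21, 0 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.786 from limma). Of these 8 genes, 2 were higher and 1 was lower at day 3, and 3 were higher and 1 was lower at day 5. Nedd4, a ubiquitin ligase, did not pass at day 4 (0.74). It passed at day 3 at 1.41 and at day 5 at 1.62 (adjusted p = 0.00413 and 0.000662 from limma). The genes lower were Dvl2 at day 3 (-1.06) and Synpo at day 5 (-2.19). In all, 2293 genes were higher and 1521 were lower at day 4 at an adjusted p under 0.05 from limma. The adjusted p from limma was over 0.05 for Slc2a5 without r1 (0.0537) and without Ras27 (0.0529), and for Enpep without r1 (0.156), without r2 (0.118), without Ras14 (0.0724), without Ras25 (0.0982), without Ras27 (0.0924) and with an offset of 1 (0.0648). It was over 0.05 for Treh without r1 (0.115), without r2 (0.0865), without Ras14 (0.138), without Ras25 (0.0837) and with an offset of 1 (0.0563), and for Efnb2 without r2 (0.0657). For Aen it passed 0.05 without r1 (0.0561), without r3 (0.0749), without Ras14 (0.0532), without Ras25 (0.0723), with quantile normalization (0.0978) and with the authors' standardized values (0.0562). For Rdh7 this happened without r1 (0.0502) and without Ras25 (0.0570), and for Ugt2b5 without r1 (0.0688), without r3 (0.0552), without Ras14 (0.0527) and without Ras25 (0.0885). The counts of all genes were 1299 and 768 without Apcfl/fl replicate r1 and 1334 and 866 without wild-type replicate Ras25, and the number lower was 970, 984 and 951 without r2, Ras14 and Ras27. The share of called genes that were higher was 60.1%, against 48.1% after quantile normalization, 48.2% with the authors' standardized values and 72.3% among probe sets above the median level. The spread of log signals was wider in every Apcfl/fl array of day 4 than in any wild-type one. Quantile normalization and the authors' standardized values even out that spread, and the main values do not.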

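In colonic polyps, most genes of mature colonocytes and goblet cells were lower than in normal colon, and the neutrophil protein genes S100a8 and S100a9 and the antimicrobial lectin genes Reg3b and Reg3g were higher. With an estimated correlation, 0 of 29 lists passed limma's camera in polyps (7 at an unadjusted p under 0.05). Of 14 colonocyte genes, 0 were higher (1 at an unadjusted p under 0.05), 11 were lower and 3 did not pass the test, and the list's median log2 difference was -2.89. Of 12 goblet cell genes, 0 were higher (0 at an unadjusted p under 0.05), 11 were lower and 1 did not pass the test, with a median of -2.02. All 8 measured neutrophil genes were higher, with a median of 3.92. Smooth muscle genes, which mark the muscle layers of the colon wall, also differed, with all 10 lower and a median of -2.63. The labels call the normal colon samples mucosa, and how much muscle each sample held was not measured. The colonocyte list gave adjusted p = 1.71e-09 from limma's camera, and adjusted p = 0.156 with an estimated correlation (1 higher and 11 lower when adjusted over the list alone). Slc26a3, the chloride exchanger of the colonic surface, dropped by 6.39 (standard error 0.60, adjusted p = 0.000159 from limma), Car4 dropped by 5.58 and the water channel Aqp8 dropped by 4.76. The goblet cell list gave adjusted p = 5.83e-11 from limma's camera, and adjusted p = 0.156 with an estimated correlation (0 higher and 12 lower when adjusted over the list alone), with Retnlb, a secreted resistin-like protein, at -5.05 (standard error 0.35, adjusted p = 4.20e-05 from limma), whose adjusted p from limma was over 0.05 with all 24 arrays in 1 fit (0.0611), Clca1 at -4.20, Fcgbp at -3.04 and Atoh1, the transcription factor of secretory cells, at -2.68. Of 26 enterocyte genes, 0 were higher (0 at an unadjusted p under 0.05), 11 were lower and 15 did not pass the test (median -0.72, 0 higher and 13 lower when adjusted over the list alone, adjusted p = 4.12e-06 from limma's camera, and adjusted p = 0.156 with an estimated correlation). Of 15 stem cell genes, 7 were higher, 2 were lower and 6 did not pass the test (median 0.60, 8 higher and 2 lower when adjusted over the list alone, adjusted p = 0.00174 from limma's camera, and adjusted p = 0.286 with an estimated correlation), with Smoc2 at 1.99 (standard error 0.24, adjusted p = 0.000672 from limma), Lgr5 at 1.96 and the water channel Aqp4 at -2.88. Of 31 cell cycle genes, 12 were higher, 0 were lower (0 at an unadjusted p under 0.05) and 19 did not pass the test (median 0.83, 15 higher and 0 lower when adjusted over the list alone, adjusted p = 1.58e-07 from limma's camera, and adjusted p = 0.451 with an estimated correlation), with cyclin E1 (Ccne1) at 1.64 and Cdk4 at 1.56. Of 7 Paneth cell genes, 4 were higher, 1 was lower and 2 did not pass the test (median 1.28, 5 higher and 1 lower when adjusted over the list alone, adjusted p = 0.000777 from limma's camera, and adjusted p = 0.311 with an estimated correlation), with the secreted phospholipase Pla2g2a at 4.40 (standard error 0.37, adjusted p = 8.74e-05 from limma), with mean scaled signals, before the offset, of 243 ± 67.8 in normal colon and 5795 ± 2640.0 in polyps (SD, n = 3 each), and Ang4 at -1.68. The Pla2g2a signal also differed widely between wild-type groups of the small intestine. Since each colonic array names a different animal, a strain difference between mice cannot be told apart from a polyp change for this gene. The neutrophil list was written after S100a8 and S100a9 were seen to be high, and 4 of its measured genes are also in the myeloid list. Of 14 myeloid genes, 7 were higher, 0 were lower (1 at an unadjusted p under 0.05) and 7 did not pass the test (median 0.95, 8 higher and 0 lower when adjusted over the list alone, adjusted p = 0.000118 from limma's camera, and adjusted p = 0.319 with an estimated correlation), with the neutrophil proteins S100a9 at 6.60 (standard error 0.51, adjusted p = 5.82e-05 from limma) and S100a8 at 5.65. All 6 MHC class II genes were lower (median -1.98, 0 higher and 6 lower when adjusted over the list alone, adjusted p = 1.06e-06 from limma's camera, and adjusted p = 0.224 with an estimated correlation), with H2-Ab1 at -2.18 (standard error 0.22, adjusted p = 0.000245 from limma). The smooth muscle list gave adjusted p = 5.83e-11 from limma's camera, and adjusted p = 0.200 with an estimated correlation (0 higher and 10 lower when adjusted over the list alone), with Myh11, smooth muscle myosin, at -4.54 (standard error 0.27, adjusted p = 1.62e-05 from limma). The 10 genes with the largest rise whose groups did not overlap were the matrix proteases Mmp10 at 6.66 (standard error 0.28, adjusted p = 5.79e-06 from limma) and Mmp13 at 5.84, S100a9 and S100a8, the siderophore-binding Lcn2 at 5.70, the antimicrobial lectins Reg3g at 5.17 and Reg3b at 4.91, Defa31, a defensin of a family with near-identical members, at 5.99, the transcription factor Onecut2 at 5.15 and the metallothionein Mt3 at 4.98. The 10 largest falls were in Slc26a3, Car4, Aqp8 and Retnlb, in Mptx1 at -5.95, Selenbp1 at -5.04, Akr1c14 at -4.84, Gm5485 at -4.82 and Sycn at -4.74, and in the muscle filament gene Des at -4.79, whose other probe set gave -0.74. In all, 1149 genes were higher and 1405 were lower in polyps at an adjusted p under 0.05 from limma, and without normal colon replicate MY395, the array with another prefix, these counts were 958 and 1140. They were 624 and 841 without polyp replicate MY74u and 753 and 848 without normal colon replicate MAGIC93, with 721 higher without MAGIC67 and 923 lower without MY77u. Across 15427 genes, which are not independent replicates, the polyp difference and the day 4 difference after Apc deletion had a Pearson r of 0.337 and a Spearman rho of 0.370. Of these genes 404 were higher in both tissues, where independent lists would share 171, 279 were lower in both, where they would share 139, and 83 went opposite ways, where 322 would. Without 1 array the number higher in both was 193, 250 and 229 (MY74u, MAGIC93 and MAGIC67), and the number lower in both was 132, 165, 165, 170 and 174 (r1, r2, Ras14, Ras25 and MY74u). The comparisons share no arrays.

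**Figure D2:**
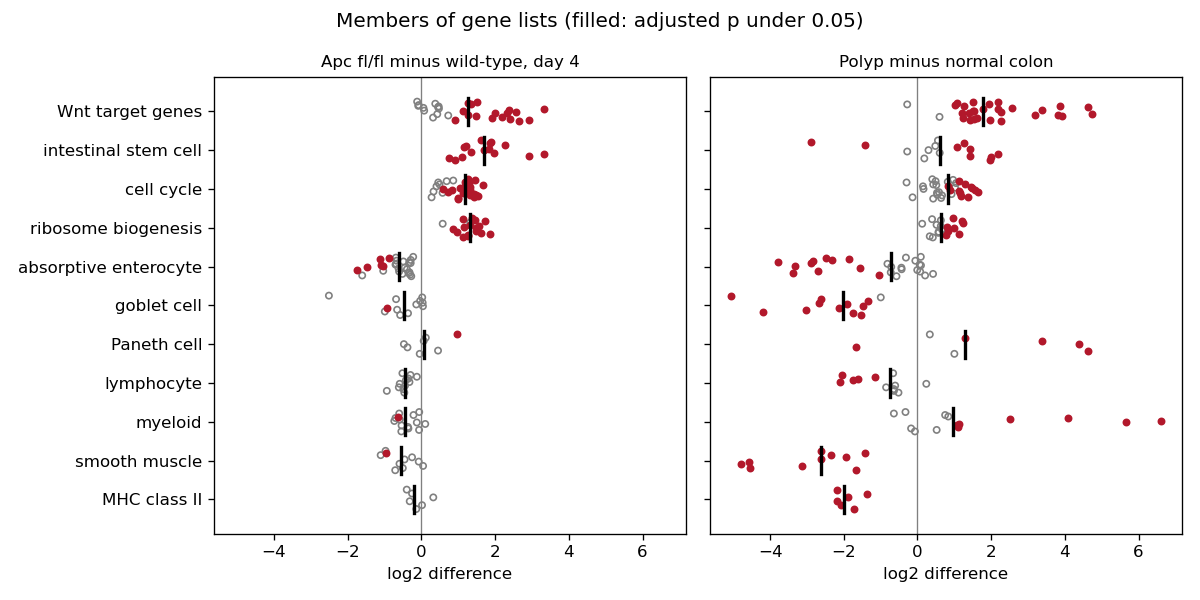
Log2 differences of the members of 11 gene lists at day 4 after Apc deletion (left) and in polyps against normal colon (right), with 1 point per gene, filled where the adjusted p was under 0.05, and a bar at each list's median. The bar of the smooth muscle list lies at -2.63 in polyps and that of the MHC class II list at -1.98.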

### Hunk-kinase deficiency results in increased intestinal cell proliferation

To assist in our quest to investigate the importance of Hunk-kinase in intestinal tumourigenesis, we generated a novel mouse line carrying a Hunk-kinase deficient allele. To do this exon 4 of the mouse *Hunk* gene was targeted. A protein fragment encoded by this exon (amino acids 204–249) contains a part of subdomain VII (starting from conserved Asp204 which is important for γ-phosphate of MgATP orientation), the entire subdomain VIII, which is critical for substrate recognition, and a portion of subdomain IX of the Hunk protein kinase catalytic domain. Therefore, deletion of exon 4 results in the production of a catalytically inactive Hunk protein. Moreover, deletion of the exon 4 results in a shift of the open reading frame in the transcript after joining exons 3 and 5. As a result, the translated protein would consist of only 203 amino acids of the Hunk polypeptide with translation terminating 2 codons downstream of the codon encoding Ile203 (Figure 1А and B). Following successful targeting in ES cells (Figure 1D, F) and the production of chimeric animals after ES cell injection into blastocysts, successful germ line transmission of the targeted allele was confirmed by PCR (Figure 1G). Transgenic mice were further back-crossed for 6 generation to obtain a mouse line on a pure C57Bl/6 J genetic background.

Due to the lack of suitable antibodies for the detection of endogenous Hunk protein in mouse tissue, RT-PCR was used to analyze *Hunk* transcripts in wild type, *Hunk-* heterozygous and homozygous mice (Figure 1 H,I). The *Hunk+/+* yielded the expected 826 bp PCR fragment corresponding to the wild type *Hunk* allele, while it was completely absent in samples of *Hunk−/−* animals (Figure 1I). However, along with a 690 bp PCR fragment corresponding to mRNA lacking exon 4, an additional prominent amplification product, a 562 bp fragment, was detected in *Hunk−/−* animals (Figure 1I). Cloning and sequencing revealed that this fragment represents a *Hunk* transcript lacking not only targeted exon 4 but also exon 5 sequences. Importantly, deletion of both exons 4 and 5 (Figure 1H), while resulting in transcript encoding catalytically inactive protein due to deletion of catalytic domain portion, does not lead to a frame-shift and the translated protein should be identical to full-length Hunk except for the deletion of amino acids 204–291 (Figure 1C). In heterozygous *Hunk+/−* mice, the wild type allele transcript was substantially more abundant than both variants of the mutant allele transcript (Figure 1I).

Given our interests in the role of Hunk in intestinal tumourigenesis, a detailed examination of the phenotype in *Hunk−/−* intestine was performed. No differences were found in the representation of the different cell types of the intestine (assessed using alcian blue staining for goblet cells, lysozyme IHC for paneth cells and grimelius staining for enteroendocrine cells), suggesting Hunk-kinase activity is not involved in lineage specification in the intestine (Figure 3A). However, although the gross morphology remained unaltered, with the number of cells within the crypt remaining the same, *Hunk−/−* intestine displayed a significant increase in crypt cell proliferation within the small intestines (scored using BrdU incorporation and histological examination of intestinal crypts, Figure 3B). This was not accompanied by any alteration in the rates of apoptosis (Figure 3B), although migration rates along the crypt-villus axis were significantly perturbed; *Hunk−/−* intestinal cells display an increased rate of migration (Figure 3C). Consequently, these data demonstrate that within a normal intestinal setting, loss of kinase active Hunk was sufficient to induce alterations in the normal intestinal kinetics, but this did not alter normal intestinal physiology.

**Figure 3:**
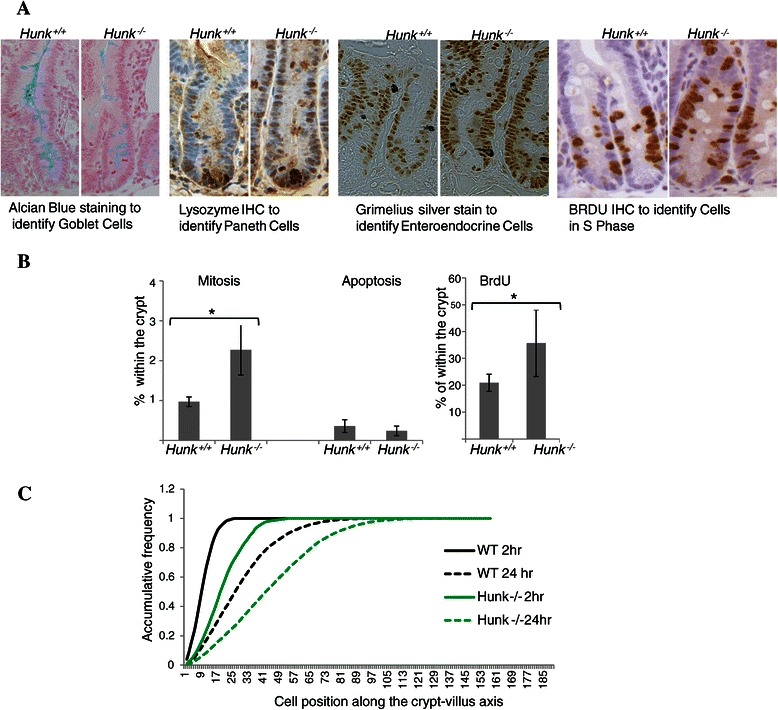
**Characterisation of the intestine following Hunk-kinase loss. A** Representative images showing no difference in Alcain Blue staining (Goblet cells) and Lysozyme IHC (Paneth cells) in the different genotypes, and an increase in BRDU incorporation 2 hours post administration. **B** Haematoxylin and eosin stained intestinal sections were used to score the percentage of Mitotic and Apoptotic bodies within intestinal crypts, while BrdU IHC stained sections were used to score BrdU incorporation 2 hours post administration. Bar charts show means ± SD determined by scoring at least 50 half crypts within 4 individuals from each cohort. * denotes p < 0.05 Mann–Whitney *U* test. **C** Accumulative frequency of BrdU positive cell position along the crypt-villus axis, 2 hours and 24 hours post administration. Significant differences between the genotypes were detected at both time points using Kolmogorov–Smirnov test, a test designed to examine probability distribution patterns.

### Hunk-kinase deficiency alters tumour initiation rates but not survival in *Apc*^*Min*^ mice

In order to address the importance of Hunk-kinase in Wnt driven intestinal tumourigenesis, the Hunk-kinase deficient mice were inter-crossed with the established *Apc*^*Min*^ mouse model of intestinal cancer. Cohorts of *Apc*^*Min*^*Hunk*^+/+^, *Apc*^*Min*^*Hunk*^+/−^ and *Apc*^*Min*^*Hunk*^−/−^ littermates were generated and aged and monitored until the animals displayed overt symptoms of intestinal disease, at which stage they were culled using the appropriate schedule 1 method, and tissues were harvested. Kaplan-Meier survival analysis demonstrated that loss of kinase active Hunk does not alter the survival of *Apc*^*Min*^ mice (Figure 4A). However, macroscopic scoring of tumours at dissection showed significantly fewer (p = 0.025 Mann–Whitney), yet larger tumours in the *Apc*^*Min*^*Hunk*^−/−^ cohort (mean number 21.4per animal +/− 2.7SEM, mean size 7.1 mm2 +/− 0.3SEM) compared to the *Apc*^*Min*^*Hunk*^+/+^ cohort (mean number 36.2 per animal +/− 4.8SEM, mean size 5.7 mm2 +/− 0.3SEM). Furthermore, this difference was restricted to the small intestine (Figure 4B). Detailed microscopic analysis of these tumours did not reveal any differences in the stage, types or characteristics of the tumours occurring in the different cohorts. Neither the proliferation rates nor apoptosis rates within tumours differed with Hunk-kinase status (Additional file 1: Figure S1). Furthermore, qRT-PCR analysis for Wnt target genes (including *cMyc, Ascl2, Axin2, CD44, CD1, Sox17, Wif1* and *Tiam1*) did not identify any significant differences between the colonic tumours isolated from both cohorts of mice. However, it is pertinent to note that both *Wif1* and *Axin2* were significantly down-regulated within the normal colonic *Apc*^*Min*^*Hunk*^−/−^ tissue compared to normal colon samples from *Apc*^*Min*^*Hunk*^+/+^ mice (Figure 4D). Thus, kinase active Hunk positively contributes toward the normal expression of two negative regulators of canonical Wnt signalling within normal intestinal tissue, but loss of Hunk-kinase and the subsequent down regulation of *Axin2* and *Wif1* does not confer a generic mis-regulation of Wnt signalling. A precise molecular characterisation following the loss of Hunk-kinase is required to ascertain the exact mechanism by which this kinase influences gene transcription and cell proliferation. Overall, in relation to intestinal tumourigenesis our results show that Hunk-kinase activity does impact on intestinal tumour initiation within the small intestine, but this is not sufficient to alter the overall tumour burden or survival in the *Apc*^*Min*^ mouse model of intestinal cancer.

**Figure 4:**
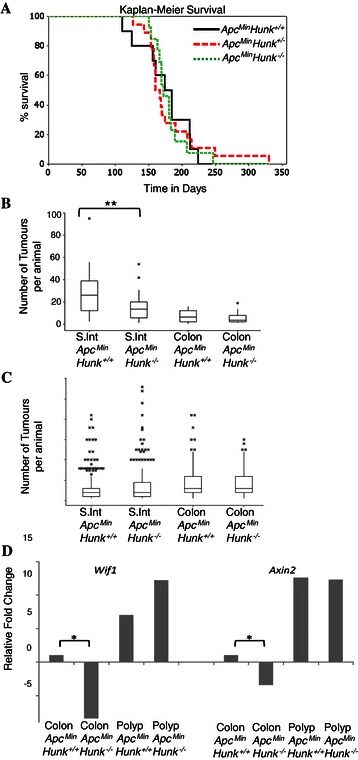
**Survival and tumour burden analysis. A** Kaplan-Meier survival curve of aged cohorts of *Apc*^*Min*^*Hunk*^*+/+*^ (n = 23), *Apc*^*Min*^*Hunk*^*+/−*^ (n = 27) and *Apc*^*Min*^*Hunk*^*−/−*^ (n = 23) mice, demonstrating that no significant differences in survival between the cohorts. **B** Box plot displaying the total number of tumours found at death in the aged cohorts of *Apc*^*Min*^*Hunk*^+/+^ and *Apc*^*Min*^*Hunk*^−/−^ mice. The box encompasses the first quartile (at bottom) to the third quartile (at top) of the data set and the horizontal boxed line represents the median. ** p < 0.01 Mann–Whitney *U* test. **C** Box plot displaying the size of tumours found at death in the aged cohorts of *Apc*^*Min*^*Hunk*^+/+^ and *Apc*^*Min*^*Hunk*^−/−^ mice. **D** qRT-PCR analysis showing relative expression levels of *Axin2* and *Wif1* in normal colonic tissue (colon) and adjacent adenoma tissue (polyp) taken from 4 aged matched animals from the different genotypes. * p < 0.05 Mann–Whitney *U* test between ΔCT values.

## Discussion

The exact role of the SNF1-related serine/threonine kinase Hunk (Mak-V) remains unclear. Here we have generated a novel kinase-deficient Hunk allele, and produced homozygous Hunk-kinase deficient mice, *Hunk−/−*. Two previous studies have shown Hunk to be a negative regulator of proliferation within normal epithelial cells [9,10] and our findings support this notion. We have shown that loss of Hunk-kinase activity within the normal intestinal setting results in an increase in proliferation within epithelial cells. This is accompanied by an increase in cell migration rates, thereby maintaining normal physiology despite altered kinetics.

An increasing body of evidence links the function of Hunk with cancer initiation, progression and metastasis [3,8,11-13], although there remains uncertainty regarding the precise involvement of *Hunk* in tumourigenesis. To date, most studies have analysed the role of Hunk in mammary tumourigenesis, largely due to the known role of this protein in mammary gland development [4]. However, our microarray findings implicated *Hunk* in intestinal tumourigenesis, a role we wished to elucidate further. We have shown that *Hunk* expression becomes significantly up-regulated from the earliest stages of tumour initiation following *Apc* loss, indicating this gene is probably a Wnt signalling target gene. Indeed a Tcf/LEF binding motif can be found within the promoter region of *Hunk.* We appreciate this evidence is circumstantial, and a more detailed interrogation is required to confirm *Hunk* as a Wnt target gene.

Studies using Xenopus embryos have shown that Hunk has the ability to modulate Wnt signalling. We used qRT-PCR analysis to examine this in the intestine and demonstrated a significant reduction in expression levels of two negative regulators of Wnt signalling, *Wif1* and *Axin2*, accompanying the loss of kinase active Hunk. However, this did not translate to a generic de-regulation of Wnt signalling. Interestingly, contrary to a recent publication by Yeh *et al.* [14] who described Hunk as a negative regulator of cMyc expression, we did not observe any significant alteration in the levels of cMyc transcription accompanying Hunk-kinase loss. Discrepancies in the examined tissues and experimental setup might account for these differences. In an attempt to explain the mis-regulation of both *Wif1* and *Axin2* which can be regulated by components of the BMP/TGFβpathway [21,22], qRT-PCR analysis of components and targets of this pathway was performed. However once more, a generic mis-regulation of this pathway was not confirmed by qRT-PCR analysis. A more detailed genomic wide study would be required to confidently identify the mechanism through which Hunk-kinase is able to negatively regulate proliferation in the intestine.

Intercrossing *Hunk*−/− mice with *Apc*^*Min*^ mice allowed us to determine the role of Hunk-kinase in Wnt signalling driven intestinal tumourigenesis. We have shown a significant reduction in the tumour initiation rate within the small intestine in *Apc*^*Min*^*Hunk*^−/−^ mice, but this does not impact on overall survival due to an accompanying increase in the size of those tumours that do form. It is possible that the reduced tumour initiation rate is associated with the increased cell turnover rate along the crypt-villus axis (increased proliferation and migration) seen following the loss of Hunk-kinase, although the exact mechanisms for this have not been elucidated. Further studies would be required to determine the significance of these subtle changes associated with the lack of kinase active Hunk.

Overall, our data confirm Hunk-kinase as a negative regulator of normal epithelia proliferation, and demonstrate that in the classical *Apc*^*Min*^ mouse model of intestinal tumourigenes, Hunk-kinase activity significantly impacts on tumour initiation rates during the early stages in tumourigenesis.

## Conclusions

Here we describe the production of a new Hunk-kinase deficient mouse model and use it to examine the importance of this kinase during the early stages of intestinal tumourigenesis. We show that despite not affecting overall survival of the *Apc*^*Min*^ mice, Hunk-kinase is a negative regulator of normal intestinal proliferation, and impacts significantly on small intestinal tumour initiation rates.

## Availability of supporting data

The Affymetrix array data has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE65461 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65461).

## Additional file

Additional file 1: Figure S1. Mitosis and apoptosis levels scored from H + E stained sections on intestinal adenomas. Bar charts show means SD of values obtained from at least 6 tumours from three individuals within each cohort.

## Abbreviations

APC: Adenomatosis polyposis coli
ES: Embryonic stem cell
HUNK: Hormonally upregulated Neu-associated kinase
IHC: Immunohistochemistry
IP: Intra-peritoneal
MDCT: Mouse distal convoluted tubule
S. Int: Small intestine

How the deposited data were processed for this re-analysis (not part of the article)

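24 Affymetrix MOE430_2 arrays were used, in 8 groups of 3. They are small intestine of AhCre Apcfl/fl and AhCre wild-type mice 3, 4 and 5 days after induction, and polyps and normal colon of ApcMin mice. Groups were taken from the sample labels and the paper. Different animal names in the labels were taken as different mice, except that the Apcfl/fl samples of day 4 carry numbers only, so that the labels do not rule out that some share an animal. The authors deposited a score per probe set and array in 2 tables, which held identical values in 842640 of 842640 cells. The software that summarised the probe sets is not given in the sources used here. From the values, the deposited score is the natural log of a signal, minus the mean log of the array, divided by the SD of the array's logs. The spacing of the lowest values gave each array's scale, and signals under 500 came out as whole multiples of 0.1 in 100% of cases (within 0.1 of a step), with a floor at 1. The SD that was divided out was 1.87 to 2.38 on the log2 scale. At day 4 it was 2.26 to 2.34 in Apcfl/fl and 2.00 to 2.18 in wild-type mice. At day 5 it was 2.22 to 2.38 and 1.96 to 2.10, so that the genotypes did not overlap on these days. The recovered signals keep this difference in spread, which therefore goes with genotype in the main values. The geometric mean signal ran from 69.1 to 178.

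The recovered signal was scaled to a geometric mean of 100 on each array, and log2(scaled signal + 16) was tested. The planned test assumed log2 or linear values, and the deposited values were neither, so the rule for linear values was applied to the recovered signal. A difference on this scale understates the change of dim genes. The platform table listed 35110 probe sets, fewer than this platform usually carries, and it is not known which were left out or by whom, so counts and the number of probe sets of a gene cover those listed. Among them, 44 are controls, 28153 have 1 gene symbol, 769 have several and 6144 have none. Of these, 28030 were matched to the RefSeq table of GRCm38.p6, which changed 0 symbols. Each of 15427 genes is represented by the probe set with the highest mean level, and a gene's other probe sets are named where they go another way.

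Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) over 35066 probe sets, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 18 small intestinal arrays were fitted together and the 6 colonic arrays on their own, without pairing. Differences between days and between tissues were tested as interactions. Hunk was also tested by exact permutation. With 3 arrays against 3 the smallest exact p is 0.1. Genes to name were drawn from those the paper names, the 10 largest increases and the 10 largest decreases past the threshold with groups that do not overlap (day 4, mean of days, polyps), and up to 4 members of each list. A list's count is given over all probe sets and adjusted over the list alone. 32 gene lists, the rule for naming genes, the comparisons and the alternatives were set before the data were examined. 29 of the lists have 3 or more measured genes and were tested with camera of limma at a preset correlation of 0.01, with the correlation estimated per list as an alternative. The lists cover the paper's qRT-PCR targets and Hunk partners, Wnt targets and components, stem cells, cell cycle, ribosome biogenesis, apoptosis and p53, the epithelial cell types, Eph and ephrin genes, BMP and TGF-beta, aryl hydrocarbon response, interferon response, MHC class II, blood, immune, stromal, nerve and pancreas markers, position along the small intestine, and housekeeping genes. A list of genes of all epithelial cells was written before its values were seen, and a neutrophil list after S100a8 and S100a9 had been seen.

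The test was tried on simulated data with 100 probe sets changed by a log2 difference of 1 and 100 by 2. These are far fewer than the real tests called, so the Benjamini-Hochberg adjustment was stricter and recovery may be understated. At a difference of 1 it recovered 31% at day 3, 30% at day 5 and 85% for the mean of days, with 3, 9 and 13 false calls, while day 4 and polyps gave 8 and 1. On simulated values for day 4, camera called 1 of 1 shifted list and 0 of 20 random ones. Alternatives were quantile normalization, centring on the median, offsets of 1 and 64, leaving out dim probe sets, other sets of arrays in the fit, trended and robust variances, array weights, the mean of all probe sets of a gene, a log2 threshold of 1, and leaving out each array. The authors' standardized values, times the mean SD of the arrays, were added after the data had been seen. The second deposited table, which holds the same values, and detection calls were not run as alternatives. The liver arrays, the qRT-PCR and the Hunk-deficient mice are not analysed here, and neither are the Tcf/LEF site and exon 4 of Hunk, for which no genome was used here.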

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

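The tests of crypt cells for Hunk and of Pla2g2a for the Paneth cell genes were chosen only after the result was seen, and the test with the authors' standardized values uses an alternative added after the data were seen. Hunk at days 3 and 5 is a signal on arrays that the paper does not report, with log2 differences of 1.77 and 2.12 (adjusted p = 0.000145 and 7.38e-06 from limma). One hypothesis for the higher Hunk signal after Apc deletion, 2.04 as the mean of days, is a larger share of epithelium. The median of 14 genes of all epithelial cells was 0.22 (SD over genes 0.40), below the lower 95% bound for Hunk of 1.78, which argues against it. A larger share of crypt cells cannot be told apart from a rise per cell. The stem cell genes had a median of 1.53 (SD over genes 0.62), which with its spread reaches that bound. That list shares genes with the Wnt target list, among them Ascl2 and Tnfrsf19, which may themselves rise per cell after Apc deletion. The test could therefore not decide the question. The deletion of Apc, which the design gives, stays open beside it.

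Hunk was higher in polyps by 1.86. The genes of all epithelial cells had a median of -0.61 (SD over genes 0.58) in polyps, against a lower 95% bound for Hunk of 1.36, which argues against more epithelium as the source. Smooth muscle genes were lower in polyps (median -2.63), so the share of muscle may differ between the samples. A change in the kind of epithelial cell and a rise per cell were not separated by a test.

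Paneth cell genes differed between days, with a median Apc effect that was higher at day 5 than at day 4 by 1.62 (adjusted p = 3.70e-09 from limma's camera, and adjusted p = 0.0211 with an estimated correlation). Without each of 12 arrays in turn the adjusted p from limma's camera was at most 9.61e-07 (without the Apcfl/fl array D5fl_444t), and with the authors' standardized values it was 9.25e-08. These values argue against 1 array or the spread of the arrays as the cause of the call at the preset correlation. Neither check was made with the estimated correlation, so they do not cover that result. Scaled signals of Pla2g2a were 4801 to 6742 in wild-type mice of day 4, but 287 to 489 at day 3 and 171 to 227 at day 5, and those of Apcfl/fl mice were 972 to 2062, 3577 to 4342 and 2371 to 6467 at days 3, 4 and 5. Without Pla2g2a the median of the other 6 genes was 1.34 (adjusted p = 2.02e-05 from limma's camera, and adjusted p = 0.273 with an estimated correlation). Wild-type groups of different strain background may therefore account for part of it. On days 3 and 5 every wild-type signal of Pla2g2a lay below every Apcfl/fl signal of that day, and on day 4 above. The background may thus differ between genotypes at days 3 and 5, and not only in wild-type mice of day 4. It cannot be told apart from an effect of the day, because the groups compared are those that may differ in background. Without Pla2g2a the call is also lost with the estimated correlation.

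The Apc effect differed between days for 10 probe sets (day 4 minus day 3), 7 (day 5 minus day 4) and 248 (day 5 minus day 3) at an adjusted p under 0.05 from limma, with 3654, 3051 and 5600 at an unadjusted p under 0.05. When 100 splits exchanged day labels within a genotype, 8, 6 and 10 of them, the real one included, called as many, and the highest of the others called 196, 29 and 6183. Such splits turn day differences that both genotypes share into differences of the Apc effect, so they do not decide whether chance is excluded. The split with 6183 exchanges all 3 wild-type mice and 0 Apcfl/fl mice between days, which points to such shared day differences. With 1 array left out, named as in the labels, the number for day 4 minus day 3 was 2 without PAF776, 26 without BCAB107, 3 without CAB1757, 3 without r1, 6 without r2, 2 without r3, 122 without CAB723, 3 without Ras14, 3 without Ras25 and 2 without Ras27. With 1 array left out, named as in the labels, the number for day 5 minus day 4 was 4 without r2, 3 without D5fl_331u and 87 without D5fl_444t. With 1 array left out, named as in the labels, the number for day 5 minus day 3 was 24 without PAF776, 603 without BCAB107, 58 without CAB1757, 30 without D5fl_331u, 613 without D5fl_444t, 703 without CAB723, 152 without CAB891, 40 without d5wt_110u, 86 without d5wt_323u and 45 without d5wt_474u.

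Other lists whose Apc effect differed between days are given as medians of the difference. From day 3 to day 4 the absorptive enterocyte genes differed by -0.68 (adjusted p = 3.73e-06 from limma's camera, and adjusted p = 0.896 with an estimated correlation) and the interferon response genes by 2.48 (adjusted p = 8.07e-05 from limma's camera, and adjusted p = 0.896 with an estimated correlation). From day 4 to day 5 the enterocyte genes differed by -0.28 (adjusted p = 0.0171 from limma's camera, and adjusted p = 0.827 with an estimated correlation) and the enteroendocrine cell genes by -0.35 (adjusted p = 0.0317 from limma's camera, and adjusted p = 0.439 with an estimated correlation). Over the same days the lymphocyte genes differed by -0.84 (adjusted p = 0.000204 from limma's camera, and adjusted p = 0.439 with an estimated correlation) and the exocrine pancreas genes by -4.55 (adjusted p = 0.000709 from limma's camera, and adjusted p = 0.550 with an estimated correlation). For the pancreas genes 2 arrays stand apart, r2 and d5wt_474u, with a mean log2 level of 12.7 and 12.6, against 6.58 to 8.23 in the other small intestinal arrays. From day 3 to day 5 the Wnt target genes differed by 0.42 (adjusted p = 0.000689 from limma's camera, and adjusted p = 0.249 with an estimated correlation) and the enterocyte genes by -0.91 (adjusted p = 4.87e-10 from limma's camera, and adjusted p = 0.385 with an estimated correlation). The goblet cell genes differed by -0.55 (adjusted p = 0.00737 from limma's camera, and adjusted p = 0.484 with an estimated correlation), the Paneth cell genes by 1.34 (adjusted p = 0.000346 from limma's camera, and adjusted p = 0.249 with an estimated correlation), and the lymphocyte genes by -0.88 (adjusted p = 2.62e-05 from limma's camera, and adjusted p = 0.249 with an estimated correlation). The interferon response genes differed by 1.99 (adjusted p = 0.000450 from limma's camera, and adjusted p = 0.431 with an estimated correlation), the MHC class II genes by -0.78 (adjusted p = 0.000346 from limma's camera, and adjusted p = 0.249 with an estimated correlation) and the genes of the proximal small intestine by -0.79 (adjusted p = 0.0304 from limma's camera, and adjusted p = 0.385 with an estimated correlation). With 1 array left out, the interferon response genes of days 3 and 4 differed by 1.47 without CAB1009 (adjusted p = 0.00738 from limma's camera). Over days 4 and 5 the enterocyte genes differed by -0.44 without r1 (adjusted p = 0.000775 from limma's camera), -0.10 without r3 (adjusted p = 0.247 from limma's camera), 0.049 without D5fl_331u (adjusted p = 0.652 from limma's camera), -0.54 without D5fl_131u (adjusted p = 1.51e-06 from limma's camera) and -0.20 without d5wt_110u (adjusted p = 0.186 from limma's camera). Likewise the enteroendocrine cell genes differed by -0.21 without D5fl_444t (adjusted p = 0.113 from limma's camera), -0.58 without D5fl_131u (adjusted p = 0.0158 from limma's camera) and -0.38 without d5wt_110u (adjusted p = 0.161 from limma's camera), and the exocrine pancreas genes differed by -2.52 without r2 (adjusted p = 0.0158 from limma's camera) and -2.41 without d5wt_474u (adjusted p = 0.0137 from limma's camera). Over days 3 and 5 the goblet cell genes differed by -0.39 without CAB1757 (adjusted p = 0.105 from limma's camera), -0.16 without D5fl_331u (adjusted p = 0.0237 from limma's camera) and -0.37 without CAB723 (adjusted p = 0.0914 from limma's camera). The list of the proximal small intestine differed by -0.77 without BCAB107 (adjusted p = 0.0641 from limma's camera), -0.76 without D5fl_331u (adjusted p = 0.0503 from limma's camera), -1.25 without D5fl_444t (adjusted p = 0.00848 from limma's camera), -0.93 without CAB723 (adjusted p = 0.125 from limma's camera) and -0.66 without d5wt_474u (adjusted p = 0.0566 from limma's camera). Between tissues, the polyp difference minus the day 4 difference was -1.51 for Ascl2, 2.45 for Sox17 and 4.32 for Wif1 (adjusted p = 0.0141, 0.0181 and 3.44e-08 from limma).

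With the Apc labels exchanged among the 6 arrays of a day, the real split called 6004, 7429 and 10339 probe sets at days 3, 4 and 5, and the highest of the others 2, 0 and 0, and in the colon the numbers were 5100 and 0. The real split was 1 of 10 in each, which is too few splits for a share under 0.05. For the mean of days, 1 of 100 splits, the real one, called 17192 probe sets and the highest of the others 6103. This is the smallest share that 100 splits can give, which makes chance unlikely but does not exclude it. The groups of 31.9%, 52.7%, 47.4% and 37.6% of genes did not overlap at days 3, 4 and 5 and in the colon, where chance gives 10%.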

How the results depend on the processing

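The authors' standardized values were the alternative chosen after the data were seen, and the choice to give probe sets summed over both directions was also made then. Hunk was higher under every alternative, and past the threshold under each one run with a test. Over all alternatives, tested or not, its log2 differences were 1.48 to 1.97, 1.92 to 2.38 and 1.81 to 2.25 at days 3, 4 and 5, 1.76 to 2.16 for the mean of days and 1.65 to 2.05 in polyps. The adjusted p values for Hunk were at most 0.0119, 0.000387, 0.00129, 7.40e-07 and 0.00549 from limma. Its day 4 value moved to 2.38 with the ratio of arithmetic means, which has no offset. Over all alternatives, 509 counts and main values stayed within 1.5 times or within the spread and 106 moved, 1048 list results kept their call and 93 lost it, and of the named genes 8213 values kept direction and call, 728 lost and 13 gained the call, and 49 turned their sign. The cause was not tested, except that fewer arrays or probe sets in a fit change the number tested. The array weights stopped before their tolerance was reached, so counts made with them are less certain. Among probe sets above the median level, the median log2 difference of all genes was 0.14, 0.22 and 0.25 at days 3, 4 and 5 and 0.20 for the mean of days, against 0.0086, 0.026, 0.021 and 0.0067 over all probe sets. With an estimated correlation camera called 2, 3, 2, 2 and 0 of 29 lists at days 3, 4 and 5, for the mean of days and in polyps, against 7, 10, 11, 12 and 17 with the preset correlation, and 7 lists of the polyps were under an unadjusted p of 0.05. With an offset of 64, the counts that moved were 5 probe sets for day 4 minus day 3 and 580 probe sets for day 5 minus day 3. With only probe sets above the median level, the counts that moved were 4 probe sets for day 4 minus day 3, 390 probe sets for day 5 minus day 3, 4 probe sets for day 5 minus day 4, 707 genes lower for day 3, 917 genes lower for day 4, 1902 genes lower for the mean of days and 10531 probe sets for the mean of days. With the authors' standardized values, the counts that moved were 18 probe sets for day 4 minus day 3, 113 probe sets for day 5 minus day 3, 1454 genes higher for day 4 and 1940 genes higher for day 5. With the authors' standardized values, the log2 difference turned its sign in Actb day 5 (-0.15), Ccnd1 day 4 (-0.017), Cfl1 day 3 (-0.025), Cfl1 day 4 (-0.41), Cfl1 day 5 (-0.083), Cfl1 mean of days (-0.17), Fos day 5 (-0.14), Fos mean of days (-0.27), Rplp0 day 5 (-0.14), Rplp0 mean of days (-0.17) and Wif1 day 3 (0.34). With an offset of 1, the counts that moved were 123 probe sets for day 5 minus day 3 and 3376 probe sets for polyps. With trended and robust variances, the counts that moved were 397 probe sets for day 5 minus day 3. With array weights, the counts that moved were 102 probe sets for day 5 minus day 3, 57 probe sets for day 5 minus day 4, 890 genes higher for day 3, 501 genes lower for day 3, 2864 probe sets for day 3, 3721 genes higher for day 4, 2611 genes lower for day 4, 12811 probe sets for day 4, 2822 genes higher for polyps, 3108 genes lower for polyps and 12882 probe sets for polyps. With array weights, the log2 difference turned its sign in Erbb2 mean of days (0.012). With all 24 arrays in 1 fit, the counts that moved were 11 probe sets for day 5 minus day 4. With only the 6 arrays of a comparison, the counts that moved were 531 genes higher for day 3, 337 genes lower for day 3 and 1853 probe sets for day 3. With an added threshold of a log2 difference of 1, the counts that moved were 1030 genes higher for day 4, 699 genes lower for day 4, 3422 probe sets for day 4, 899 genes higher for the mean of days, 497 genes lower for the mean of days and 2693 probe sets for the mean of days. With quantile normalization, the counts that moved were 2068 genes higher for day 5. With quantile normalization, the log2 difference turned its sign in Apc mean of days (-0.017), Cfl1 day 3 (-0.024), Cfl1 day 4 (-0.065), Erbb2 day 4 (-0.072), Fos day 5 (-0.038) and Fos mean of days (-0.17). With the mean of all probe sets of a gene, the log2 difference turned its sign in Apc polyps (0.29), Bmpr2 day 3 (-0.051) and Dvl2 polyps (0.37). With centring on the median, the log2 difference turned its sign in Erbb2 day 3 (0.0065) and Erbb2 mean of days (0.034). With the mean of days in place of day 4, genes higher in both tissues were 613 and lower in both 625, and the number lower in both was 144 with day 3 and 419 with day 5. Among the genes whose sign turned, Actb day 5 (0.62), Bmpr2 day 3 (0.69), Cfl1 day 5 (0.60), Cfl1 mean of days (0.30), Rplp0 day 5 (0.62) and Rplp0 mean of days (0.35) had passed the test in the main setting. Leaving out 1 array gave counts of 2 to 122 probe sets for day 4 minus day 3 (without PAF776 and CAB723), 24 to 703 probe sets for day 5 minus day 3 (without PAF776 and CAB723), 3 to 87 probe sets for day 5 minus day 4 (without D5fl_331u and D5fl_444t), 925 to 1875 genes higher for day 3 (without CAB891 and CAB1009), 535 to 1261 genes lower for day 3 (without CAB891 and CAB1009), 3081 to 6563 probe sets for day 3 (without CAB891 and CAB1009), 1299 to 1718 genes higher for day 4 (without r1 and Ras27), 768 to 1035 genes lower for day 4 (without r1 and r3), 3990 to 5181 probe sets for day 4 (without r1 and Ras14), 1308 to 1790 genes lower for day 5 (without d5wt_110u and D5fl_444t), 6696 to 9328 probe sets for day 5 (without d5wt_110u and D5fl_444t), 624 to 1006 genes higher for polyps (without MY74u and MA1228u), 841 to 1557 genes lower for polyps (without MY74u and MA1228u), 2776 to 5209 probe sets for polyps (without MY74u and MA1228u), 193 to 357 genes higher in both tissues (without MY74u and Ras27) and 132 to 262 genes lower in both tissues (without r1 and MA1228u). It gave log2 differences of -0.012 to 0.25 for Cfl1 polyps (without MA1228u and MY74u), -0.20 to 0.039 for Dvl2 polyps (without MY395 and MAGIC67), -0.33 to 0.076 for Erbb2 day 3 (without CAB723 and CAB1009), -0.095 to 0.040 for Erbb2 mean of days (without CAB723 and CAB1009), -0.35 to 0.12 for Fos day 3 (without CAB723 and CAB1757), -0.14 to 0.031 for Fos day 4 (without Ras27 and Ras14), -0.023 to 0.14 for Fos mean of days (without CAB723 and CAB1757), -0.54 to 0.13 for Synpo day 3 (without CAB723 and BCAB107), -0.30 to 0.19 for Wif1 day 3 (without CAB723 and CAB1009) and -0.031 to 0.13 for Wif1 mean of days (without CAB723 and CAB1009). No paired analysis was possible because the groups compared share no replicate number or animal name in the labels. The second deposited table, detection calls, the Tcf/LEF site and exon 4 were not run. Signals near the floor limit dim genes, whose differences shrink with the offset.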

Other observations

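At day 5 after Apc deletion, a day that the paper does not report, genes of absorptive enterocytes, hormone-producing cells and lymphocytes were among those lower, and 6 Paneth cell genes were higher. The neutrophil list and the authors' standardized values were the tests of this part chosen after the data were seen. Of 26 enterocyte genes 15 were lower (median -1.01, 0 higher and 16 lower when adjusted over the list alone, adjusted p = 2.04e-07 from limma's camera, and adjusted p = 0.367 with an estimated correlation), with Lct, which encodes lactase, at -2.46 and Apoc3 at -2.67. Hormone genes of enteroendocrine cells were among those lower, with 7 of 15 (median -0.79, 0 higher and 8 lower when adjusted over the list alone, adjusted p = 0.00206 from limma's camera, and adjusted p = 0.104 with an estimated correlation), Gip at -2.11, Gcg at -1.97 and Cck at -1.59. Goblet cell genes gave 0 higher and 5 lower of 12 (0 and 5 at an unadjusted p under 0.05, median -0.67, 0 higher and 5 lower when adjusted over the list alone, adjusted p = 0.00873 from limma's camera, and adjusted p = 0.403 with an estimated correlation), with Clca1 at -3.44. Lymphocyte genes gave 0 higher and 8 lower of 12 (0 and 9 at an unadjusted p under 0.05, median -1.31, 0 higher and 9 lower when adjusted over the list alone, adjusted p = 1.93e-05 from limma's camera, and adjusted p = 0.151 with an estimated correlation), with Cd79a of B cells at -3.00. Paneth cell genes gave 6 higher and 0 lower of 7 (6 and 0 at an unadjusted p under 0.05, median 1.54, 6 higher and 0 lower when adjusted over the list alone, adjusted p = 8.55e-05 from limma's camera, and adjusted p = 0.0867 with an estimated correlation), with Pla2g2a at 4.19, whose signal differs between wild-type groups, and Itln1 at 1.68, whose adjusted p from limma was over 0.05 with the authors' standardized values (0.0578). Of the interferon response genes Ifit2 was at 2.63, with an adjusted p from limma that was over 0.05 without D5fl_331u (0.0633), without D5fl_444t (0.0580), without D5fl_131u (0.0715), without d5wt_110u (0.0889), without d5wt_474u (0.104), with quantile normalization (0.0622), with an offset of 1 (0.0664), with trended and robust variances (0.0786) and with the authors' standardized values (0.126), and the list gave 3 higher and 1 lower of 9 (median 0.27, 3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.584 from limma's camera). Genes higher and lower numbered 1670 and 1134 at day 3, 3167 and 1988 at day 5 and 4503 and 3783 for the mean of days, at an adjusted p under 0.05 from limma. The day 3 counts were 925 and 535 without wild-type CAB891, the number higher was 974 without Apcfl/fl BCAB107, and 1308 genes were lower at day 5 without wild-type d5wt_110u. The share of called genes that were higher was 59.6%, 61.4% and 54.3% at day 3, day 5 and for the mean of days. Among probe sets above the median level these shares were 71.7%, 69.7% and 68.2%, after quantile normalization 53.4%, 46.2% and 46.1%, and with the authors' standardized values 57.9%, 46.2% and 47.2%.

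For the mean of days the 10 largest increases with no overlap on any day were Pole at 3.41, Tnfrsf12a at 3.21, Tnfrsf19 at 3.12, Slc7a5 at 3.09, Ascl2 at 2.64, Etv4 at 2.57, Mecom at 2.50, Rnf43 at 2.44, Sp5 at 2.35 and Axin2 at 2.34. The 10 largest decreases were Dnase1 at -3.18, Car4 at -2.64, Prss30 at -2.36, Srr at -2.03, Serpina1c at -2.01, Shh, a secreted ligand of the gut epithelium, at -1.98, Gdpd2 at -1.90, Spaca3 at -1.86, Rab38 at -1.82 and Neurod4 at -1.82. Among BMP and TGF-beta genes, which the paper's discussion names, day 4 gave 5 higher and 0 lower of 23 (6 and 1 at an unadjusted p under 0.05, median 0.11, 5 higher and 0 lower when adjusted over the list alone, adjusted p = 0.588 from limma's camera), with the receptor Tgfbr2 at 1.50 and the BMP-induced Id1 at 1.31, and polyps gave 5 higher and 2 lower of 23 (median 0.36, 8 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0309 from limma's camera, and adjusted p = 0.496 with an estimated correlation, over 0.05 also without MA1228u (0.0894), without MY395 (0.0760), with array weights (0.0634) and with the mean of all probe sets of a gene (0.0631)), with Bmp7 at 1.55 and Bmp2 at -1.50.

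Goblet cell genes gave 0 higher and 1 lower of 12 (0 and 4 at an unadjusted p under 0.05, median -0.47, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0748 from limma's camera) at day 4. Paneth cell genes gave 1 higher and 0 lower of 7 (1 and 0 at an unadjusted p under 0.05, median 0.062, 1 higher and 0 lower when adjusted over the list alone, adjusted p = 0.854 from limma's camera) at day 4. Enteroendocrine genes gave 1 higher and 1 lower of 15 (median -0.44, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0629 from limma's camera) at day 4, and 0 higher and 4 lower of 15 (1 and 6 at an unadjusted p under 0.05, median -0.24, 0 higher and 6 lower when adjusted over the list alone, adjusted p = 0.0594 from limma's camera) in polyps. Colonocyte genes gave 0 higher and 3 lower of 14 (0 and 5 at an unadjusted p under 0.05, median -0.65, 0 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0110 from limma's camera, and adjusted p = 0.409 with an estimated correlation) at day 4. Tuft cell genes gave 0 higher and 1 lower of 7 (0 and 2 at an unadjusted p under 0.05, median 0.028 but mean -0.20 and camera's direction down, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.535 from limma's camera) at day 4, and 2 higher and 0 lower of 7 (2 and 2 at an unadjusted p under 0.05, median -0.10 but mean 0.37 and camera's direction up, 2 higher and 2 lower when adjusted over the list alone, adjusted p = 0.701 from limma's camera) in polyps. Wnt pathway component genes gave 3 higher and 1 lower of 22 (median 0.086, 3 higher and 0 lower when adjusted over the list alone, adjusted p = 0.914 from limma's camera) at day 4, and 3 higher and 4 lower of 22 (median 0.11, 3 higher and 5 lower when adjusted over the list alone, adjusted p = 0.776 from limma's camera) in polyps. Ribosome biogenesis genes gave 8 higher and 0 lower of 18 (13 and 0 at an unadjusted p under 0.05, median 0.65, 10 higher and 0 lower when adjusted over the list alone, adjusted p = 1.89e-06 from limma's camera, and adjusted p = 0.156 with an estimated correlation) in polyps. Apoptosis and p53 response genes gave 4 higher and 2 lower of 17 (median 0.49, 4 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0377 from limma's camera, and adjusted p = 0.494 with an estimated correlation, over 0.05 also without MY74u (0.103), without MY395 (0.0673), without MAGIC67 (0.0616) and with all 24 arrays in 1 fit (0.0613)) in polyps. Eph and ephrin genes gave 5 higher and 0 lower of 11 (5 and 1 at an unadjusted p under 0.05, median 0.25, 5 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0621 from limma's camera) in polyps. Hunk partner genes gave 1 higher and 1 lower of 8 (median 0.048 but mean -0.048, 1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.839 from limma's camera) in polyps. Of these, Nedd4 was the gene higher and Synpo the gene lower (adjusted p = 0.0294 and 0.00777 from limma). Aryl hydrocarbon response genes gave 0 higher and 0 lower of 6 (1 and 0 at an unadjusted p under 0.05, median -0.044 but mean 0.19 and camera's direction up, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.938 from limma's camera) at day 4, and 0 higher and 0 lower of 6 (0 and 0 at an unadjusted p under 0.05, median -0.43, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.295 from limma's camera) in polyps. Proximal small intestine genes gave 2 higher and 1 lower of 8 (median -0.038 but mean 0.38 and camera's direction up, 3 higher and 2 lower when adjusted over the list alone, adjusted p = 0.938 from limma's camera) at day 4, and 2 higher and 1 lower of 8 (median 0.16, 2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.435 from limma's camera) in polyps. Distal small intestine genes gave 0 higher and 0 lower of 8 (0 and 2 at an unadjusted p under 0.05, median -0.22, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.530 from limma's camera) at day 4, and 1 higher and 2 lower of 8 (median 0.29, 1 higher and 2 lower when adjusted over the list alone, adjusted p = 0.544 from limma's camera) in polyps. Housekeeping genes gave 1 higher and 0 lower of 5 (1 and 0 at an unadjusted p under 0.05, median 0.20, 1 higher and 0 lower when adjusted over the list alone, adjusted p = 0.530 from limma's camera) at day 4, and 0 higher and 1 lower of 5 (0 and 1 at an unadjusted p under 0.05, median -0.34, 0 higher and 1 lower when adjusted over the list alone, adjusted p = 0.322 from limma's camera) in polyps.

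Interferon response genes gave 1 higher and 2 lower of 9 (median 0.75, 4 higher and 2 lower when adjusted over the list alone, adjusted p = 0.552 from limma's camera) at day 4, and 0 higher and 4 lower of 9 (0 and 5 at an unadjusted p under 0.05, median -1.47, 0 higher and 4 lower when adjusted over the list alone, adjusted p = 0.0240 from limma's camera, and adjusted p = 0.496 with an estimated correlation, over 0.05 also without MY77u (0.0780), without MA1228u (0.169), with array weights (0.866) and with the authors' standardized values (0.0580)) in polyps. Myeloid genes gave 0 higher and 1 lower of 14 (0 and 5 at an unadjusted p under 0.05, median -0.45, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0351 from limma's camera, and adjusted p = 0.490 with an estimated correlation, over 0.05 also without r3 (0.0721) and without Ras25 (0.0774)) at day 4. Lymphocyte genes gave 0 higher and 0 lower of 12 (0 and 3 at an unadjusted p under 0.05, median -0.45, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0455 from limma's camera, and adjusted p = 0.655 with an estimated correlation, over 0.05 also without r2 (0.0572), without r3 (0.0679), without Ras14 (0.0982), without Ras25 (0.0610), with an offset of 1 (0.0585) and with all 24 arrays in 1 fit (0.0648)) at day 4, and 0 higher and 5 lower of 12 (0 and 6 at an unadjusted p under 0.05, median -0.76, 0 higher and 6 lower when adjusted over the list alone, adjusted p = 0.000376 from limma's camera, and adjusted p = 0.286 with an estimated correlation) in polyps. MHC class II genes gave 0 higher and 0 lower of 6 (0 and 0 at an unadjusted p under 0.05, median -0.20, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.552 from limma's camera) at day 4. Fibroblast genes gave 0 higher and 0 lower of 12 (0 and 2 at an unadjusted p under 0.05, median -0.48, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0400 from limma's camera, and adjusted p = 0.729 with an estimated correlation, over 0.05 also without r1 (0.241), without Ras14 (0.0556), without Ras25 (0.130) and with an offset of 1 (0.0503)) at day 4, and 5 higher and 1 lower of 12 (median 0.66, 5 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0309 from limma's camera, and adjusted p = 0.536 with an estimated correlation, over 0.05 also without MA1228u (0.131), without MY395 (0.0959) and with array weights (0.144)) in polyps. Smooth muscle genes gave 0 higher and 1 lower of 10 (0 and 1 at an unadjusted p under 0.05, median -0.55, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.227 from limma's camera) at day 4. Endothelial genes gave 0 higher and 0 lower of 9 (0 and 1 at an unadjusted p under 0.05, median -0.27, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.530 from limma's camera) at day 4, and 3 higher and 0 lower of 9 (3 and 0 at an unadjusted p under 0.05, median 0.20, 3 higher and 0 lower when adjusted over the list alone, adjusted p = 0.133 from limma's camera) in polyps. Enteric neuron and glia genes gave 0 higher and 0 lower of 7 (0 and 0 at an unadjusted p under 0.05, median -0.20, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.333 from limma's camera) at day 4, and 0 higher and 2 lower of 7 (0 and 4 at an unadjusted p under 0.05, median -0.82, 0 higher and 4 lower when adjusted over the list alone, adjusted p = 0.0594 from limma's camera) in polyps. Exocrine pancreas genes gave 0 higher and 0 lower of 6 (1 and 0 at an unadjusted p under 0.05, median 2.05, 0 higher and 0 lower when adjusted over the list alone, adjusted p = 0.530 from limma's camera) at day 4, and 0 higher and 1 lower of 6 (0 and 2 at an unadjusted p under 0.05, median -0.50, 0 higher and 2 lower when adjusted over the list alone, adjusted p = 0.0681 from limma's camera) in polyps. Genes of all epithelial cells gave 1 higher and 0 lower of 14 (4 and 0 at an unadjusted p under 0.05, median 0.079) at day 4 and 0 higher and 2 lower of 14 (0 and 8 at an unadjusted p under 0.05, median -0.61) in polyps, and neutrophil genes gave 0 higher and 1 lower of 8 (0 and 2 at an unadjusted p under 0.05, median -0.49) at day 4. The exocrine pancreas genes were high at day 4 in 1 array, Apcfl/fl r2, with a mean log2 level of 12.7, against 8.06 and 7.22 in r1 and r3. The 1 measured red blood cell gene, Slc4a1, gave 0.73 at day 4 and 0.18 in polyps (adjusted p = 0.0855 and 0.655 from limma).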
